# Homeostasis of cellular amino acids in *Acanthamoeba castellanii* exposed to different media under amoeba-bacteria coculture conditions

**DOI:** 10.1186/s12866-023-02942-6

**Published:** 2023-07-26

**Authors:** Chih-Ming Tsai, Chun-Hsien Chen, Wei-Hung Cheng, Foekje F. Stelma, Sung-Chou Li, Wei-Chen Lin

**Keywords:** *Acanthamoeba castellanii*, Amino acids, Metabolomic, Coculture

## Abstract

**Background:**

*Acanthamoeba castellanii* is a free-living protist that feeds on diverse bacteria. *A. castellanii* has frequently been utilized in studies on microbial interactions. Grazing bacteria also exhibit diverse effects on the physiological characteristics of amoebae, such as their growth, encystation, and cytotoxicity. Since the composition of amoebae amino acids is closely related to cellular activities, it can indicate the overall responses of *A. castellanii* to various stimuli.

**Method:**

*A. castellanii* was exposed to different culture conditions in low-nutrient medium with heat-killed DH5α to clarify their effects. A targeted metabolomic technique was utilized to evaluate the concentration of cellular amino acids. The amino acid composition and pathways were analyzed by two web-based tools: MetaboAnalyst and Pathview. Then, long-term exposure to *A. castellanii* was investigated through in silico and in vitro methods to elucidate the homeostasis of amino acids and the growth of *A. castellanii.*

**Results:**

Under short-term exposure, all kinds of amino acids were enriched in all exposed groups. In contrast to the presence of heat-killed bacteria, the medium exhibited obvious effects on the amino acid composition of *A. castellanii*. After long-term exposure, the amino acid composition was more similar to that of the control group. *A. castellanii* may achieve amino acid homeostasis through pathways related to alanine, aspartate, citrulline, and serine.

**Discussion:**

Under short-term exposure, compared to the presence of bacteria, the type of medium exerted a more powerful effect on the amino acid composition of the amoeba. Previous studies focused on the interaction of the amoeba and bacteria with effective secretion systems and effectors. This may have caused the effects of low-nutrient environments to be overlooked.

**Conclusion:**

When *A. castellanii* was stimulated in the coculture system through various methods, such as the presence of bacteria and a low-nutrient environment, it accumulated intracellular amino acids within a short period. However, different stimulations correspond to different amino acid compositions. After long-term exposure, *A. castellanii* achieved an amino acid equilibrium by downregulating the biosynthesis of several amino acids.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12866-023-02942-6.

## Background

The free-living protist *Acanthamoeba castellanii* plays multiple roles in infectious diseases. For instance, the protist can opportunistically infect the human cornea and cause the sight-threatening corneal disease Acanthamoeba keratitis (AK). Recently, the incidence of AK has increased markedly [1, 2]. *A. castellanii* can attach to mammalian cells via mannose-binding protein and secrete aminopeptidases that cause cytopathic effects [3, 4]. *A. castellanii* can also induce virulence in environmental microbes, including bacteria, fungi, and viruses, through prey‒predator interactions [3, 5–7]. *A. castellanii* also provides intracellular niches for various bacteria and serves as a shelter, allowing these bacteria to avoid harsh environments [8–11]. On the other hand, the interaction between amoebae and bacteria influences the phenotype of *A. castellanii*, including its ability to grow, encystation, and cytotoxicity [12, 13]. However, many mechanisms underlying the amoeba-bacteria interaction remain unknown.

To investigate the amoeba-bacteria interaction, several amoeba-bacteria coculture experiments have been employed. The coculture systems currently used frequently involve nonnutrient saline, such as Page’s amoeba saline [14–16], or nutrient medium diluted with saline [17]. As both amoebae and bacteria overgrow in nutrient-rich medium, a non or low-nutrient medium is used in coculture experiments. Furthermore, some nonnutrient media, such as artificial seawater, are more similar to natural habitats [18]. However, this experimental design causes amoebae to be simultaneously exposed to a low-nutrient environment and bacteria, making it difficult to disentangle the effects of each factor. Additionally, due to the lack of molecular tools and related software, the cellular physiology of *A. castellanii* under varying coculture systems has been hard to analyze.

In recent years, metabolomic techniques have been widely used in biomarker identification. For example, previous studies utilized metabolomics to discriminate malignant pleural mesothelioma cell lines [19]. In protist studies, metabolomics has been used to characterize different life stages of *Toxoplasma gondii* [20]. Those studies found that cellular amino acids can serve as signatures for cell types or status. Cellular amino acids can regulate cell sensing pathways and modulate amino acid production, consumption, and temporal storage in organelles, such as lysosomes [21]. A previous study found that mammalian cells accumulate essential amino acids within the lysosome in response to short-term amino acid starvation [22]. Cellular amino acids not only affect amino acid metabolism but also play an essential role as basic metabolites as well as metabolic regulators in various pathways. Moreover, the composition and amount of cellular amino acids also indicate that some heterotrophic protists are adapted to hypersaline environments [23].

This study aims to analyze the intracellular amino acid metabolism of *A. castellanii* during bacterial grazing. Due to the difficulties in controlling bacterial growth, we used heat-killed *Escherichia coli* DH5α in our experiments. A targeted amino acid metabolomic approach was applied to investigate 22 amino acids and analyze the amino acid composition of each amoebic exposure group. The web-based tool MetaboAnalyst was used. After a 3-day short-term exposure to different compositions of media, all exposed groups of *A. castellanii* accumulated most of the amino acids measured. However, amino acids were not accumulated in the untreated control group. After a 21-day long-term exposure to coculture medium (low-nutrient medium with heat-killed *E. coli*), a more similar amino acid composition was observed with the experimental group than with the nonexposed control group.

To further investigate the regulation of amino acid metabolism, the web tool Pathview was used to integrate the results of metabolomics and RNA-seq for pathway analysis. The results demonstrated that after long-term exposure to the coculture media, *A. castellanii* may achieve amino acid homeostasis by regulating two pathways: the arginine biosynthesis pathway (KEGG map: 00220) and glycine-serine-threonine metabolism pathway (KEGG map: 00260). When considering the long-term exposure group, the growth curve showed two log phases, which might be related to (1) the initial bacterial grazing and (2) the subsequent acclimation in a low-nutrient environment. In this study, the homeostasis of cellular amino acids was examined, and the amino acid metabolism in bacterial grazing on *A. castellanii* was elucidated. We also found that the amoeba needs long-term incubation to acclimate to the low-nutrient environment. However, since the amoeba could constantly graze on bacteria and maintain the trophozoite morphology, its physiological state is often overlooked.

## Methods

### Culture of *A. castellanii* and *E. coli* DH5α

*A. castellanii* was cultured as described previously [24]. In brief, *A. castellanii* strain ATCC_30010 was cultured in protease peptone-yeast extract-glucose (PYG) medium (pH 6.5) at 28 °C in culture flasks. Trophozoites were harvested after cultivation for 3–5 days during the logarithmic growth phase. *E. coli* DH5α was inoculated to the logarithmic growth phase with OD = 1.0 (approximately 1.7 × 10^8^ CFU/mL) for subsequent processing or coculture experiments. Due to the difficulties in controlling bacterial growth in the coculture system, we used heat-killed *Escherichia coli* DH5α in the experiments.

### Medium exposure in coculture

To evaluate the intracellular amino acid composition and metabolic pathways in grazing amoebae, we compared *A. castellanii* ATCC_30010 exposure to different culture conditions, including medium compositions and exposure times. Several groups of amoeba with different exposures were created, including the following: (1) Control group, the normal cultured amoeba exposed to undiluted PYG medium; (2) Group A, amoeba exposed to PYG medium diluted to 20%; (3) Group B, amoeba exposed to undiluted PYG medium with heat-killed bacteria for 3 days; (4) Group C, amoeba exposed to PYG medium diluted to 20% with heat-killed bacteria for 3 days; and (5) Group E3, amoeba exposed to PYG medium diluted to 20% with heat-killed bacteria for more than 20 days. After exposure, the intracellular metabolites of the amoeba were extracted for metabolomic assays.

The 20% PYG medium was made by diluting 1 volume of PYG with 4 volumes of Page’s amoeba saline (PAS). To produce heat-killed *E. coli* DH5α, bacteria at OD = 1.0 were collected by centrifugation and suspended in the corresponding medium (100% or 20% PYG medium). Then, the suspended *E. coli* DH5α was heated at 100 °C for 10 min. The heat-killed bacteria were finally diluted to 2.0 × 10^6^ CFU/mL. A total of 100 µg/mL ampicillin was added to each medium.

### Bacterial grazing test

*E. coli* DH5α was incubated with different groups of *A. castellanii*. E3: *E. coli* DH5α cocultured with *Acanthamoeba* E3 group, m: only *E. coli* DH5α in medium, n: *E. coli* DH5α cocultured with normally cultured ATCC_30010, s: *E. coli* DH5α cocultured with ATCC_30010 that was starved in PAS for 24 h. *A. castellanii* trophozoites were incubated in a 6-well dish with their original medium (100% or 20% PYG) for 30 min, and each well contained 5.0 × 10^5^ trophozoites. After trophozoite attachment, the wells were briefly washed with PAS, and the medium was subsequently replaced with 1 mL PAS containing 5.0 × 10^6^ CFU *E. coli* DH5α (MOI 10). The bacterial concentration was measured by a viable cell count in triplicate.

### RNA-seq

The method used for analysis of RNA expression was described previously [25]. In brief, the total RNA of *A. castellanii* was extracted with Direct-zol™ RNA MiniPrep (ZYMO RESEARCH) according to the manufacturer’s protocol. The samples were treated with DNase I at 37 °C for 30 min. DNase I was removed by phenol‒chloroform extraction, and total RNA was reprecipitated using 95% ethanol. The total RNA was dissolved in nucleic acid-free water. The RNA quality of the control group (concentration: 68 µg/µL, OD260/280: 1.62, OD260/230: 2.00, RIN value: 7.50) and E3 group (concentration: 38 µg/µL, OD260/280: 1.73, OD260/230: 3.17, RIN value: 7.30) was determined. A total amount of 1 µg RNA was used as input material for each sample in RNAseq analysis.

The RNA samples were prepared and sequenced with standard Illumina protocols. As a result, two paired-end (2*150) transcriptome RNAseq datasets (one control and one treatment) were generated. To determine the gene expression profiles of amoebae, the mRNA data (including 28,949 genes) were downloaded from the NCBI database, followed by analysis with CLC Genomics Workbench (version 9.5.4). In summary, the RNAseq data were first loaded into CLC, followed by trimming low-quality sequences with the parameter specified: limit = 0.05. Next, we mapped the reads after trimming to the mRNA dataset to determine the gene expression profile with the default parameters. Finally, CLC conducted analysis to determine the fold change and p value by comparison of the treatment and control. The gene expression values are presented in Table S2.

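Table S2 lists RPKM values (reads scaled to the length of a reference sequence and to the total reads of the library) of the control and E3 libraries by locus tag. The first 1999 of its 14978 genes were read, and 1992 of them were paired with a RefSeq gene model of the deposited expression tables. For 1986 of these, the deposited RPKM equalled the paper's value in both libraries within 1e-05. The remaining 6 genes had other values in the deposited tables. For example, the deposited RPKM of ACA1_059730 was 44.2 in the control library and 80.9 in the E3 library. No gene drawn in Fig. 5 was among the genes read, so the values of those genes came from the deposited tables.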

### Extraction of cellular metabolites

*A. castellanii* trophozoites were lysed with 80% methanol and centrifuged at 12,000 × g for 30 min at 4 ℃ [26]. The supernatant was collected and evaporated by nitrogen. After being vortexed for 1 min and centrifuged at 12,000 × g for 10 min at 4℃, the samples were reconstituted with 100 µL of 0.1 N HCl. After centrifugation, 16 µL of the supernatant was mixed with 4 µL of internal standard (norvaline 250 µM) [26] and 60 µL of working buffer (borate buffer, pH 8.8). Derivatization was initiated by adding 20 µL of 10 mM AQC (6-aminoquinoly N-hydroxysuccinimidyl carbamate obtained from Waters Corporation, Milford, MA, USA) in acetonitrile [27]. After 10 min of incubation, the reactant was mixed with an equal volume of Eluent A (20 mM ammonium formate/0.6% formic acid/1% acetonitrile) and detected using a Waters ACQUITY UPLC System (Waters Corp., Milford, MA, USA). The AQC derivatization reagent was mixed with mixtures of 22 amino acid standards (histidine, asparagine, aspartate, taurine, serine, glutamine, arginine, glycine, citrulline, glutamate, threonine, alanine, proline, ornithine, lysine, tyrosine, methionine, valine, isoleucine, leucine, phenylalanine, and tryptophan) prepared with different concentrations (0, 25, 50, 100, 250, 500 µM) for each amino acid and analyzed by the same procedure.

### Metabolomic and pathway analyses

The targeted amino acid metabolomics method (Biotools Co., Ltd, Taiwan) used was designed to investigate 22 amino acids and to analyze the amino acid composition of each amoeba group. The composition analysis of cellular amino acids (heatmap, volcano plot, and principal components analysis) was performed by the web-based tool MetaboAnalyst 5.0 with one-factor statistical analysis [28]. The pathway maps combining metabolomics and RNA-seq were analyzed by the web-based tool Pathview [29–31] and Kyoto Encyclopedia of Genes and Genomes (KEGG) [32–34].

### Growth curve for amoeba with long-term exposure

To investigate the growth of amoebas with long-term exposure to coculture conditions, the growth curves of the following new groups of amoebas were compared: (1) the LN-ctrl group, amoebas cultured with 20% PYG medium without heat-killed bacteria, and (2) the HKB group, amoebas cultured with 20% PYG medium with 2.0 × 10^6^ CFU heat-killed bacteria. The medium was replaced every 2 days. To obtain the long-term growth curve, the amoebae were harvested every 2 days and counted. Then, the amoebae were collected by centrifugation, and the pellet was resuspended in new medium. A total of 100 µg/mL ampicillin was added to each medium in short and long exposure settings.

### Statistical analysis

GraphPad Prism software (version 7.0; La Jolla, CA, USA) was applied to accomplish the statistical analysis. Data are presented as the mean ± standard deviation (SD). Two-way ANOVA was applied to determine the significance in the bacterial counting experiment.

## Results

### Short-term medium exposure

The coculture conditions contained the following factors: diluted low-nutrient medium and heat-killed bacteria. To clarify the effects of these two factors, we designed 3 groups (A, B, and C) for *A. castellanii* samples that were exposed to different media for 3 days of culture treatments. After exposure, the various amino acid concentrations obtained by targeted metabolomic analysis were determined, as presented in Table S1. Compared to the control, the 3 experimental groups (A, B, and C) exhibited higher concentrations of most cellular amino acids except citrulline (Fig. 1a, Table S1). Principal component analysis (PCA) demonstrated that 3-day exposure to two different media (undiluted PYG and 20% diluted PYG medium) caused changes in the intracellular amino acid composition in *A. castellanii*; however, the presence of heat-killed bacteria did not significantly influence the amino acid composition (Fig. 1b, c).

**Fig. 1:**
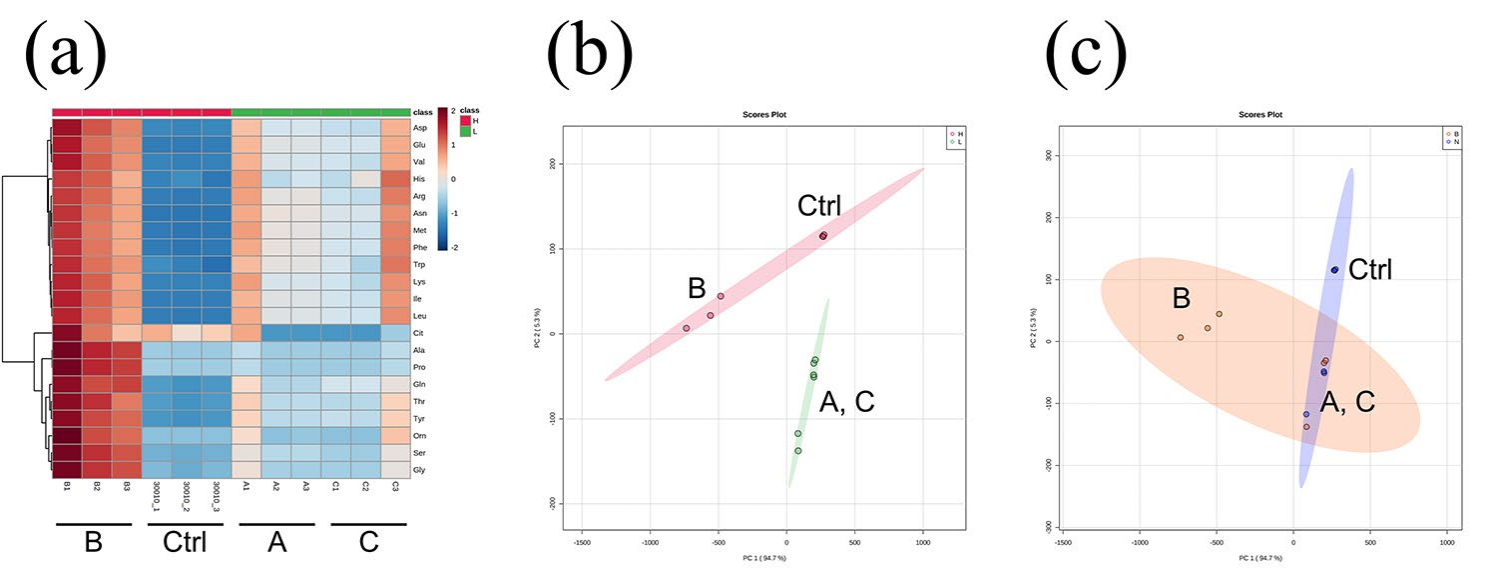
Cellular amino acid composition under short-term exposure. (**a**) Heatmap of amino acid concentrations. (**b**) The 2D PCA result comparing the types of medium; pink: group cultured in normal PYG medium (Control group and B); green: in 20% PYG (Groups A and C). (**c**) The 2D PCA result comparing the presence of heat-killed DH5α; orange: group cultured with heat-killed DH5α (Groups B and C); blue: without heat-killed DH5α (control group and A)

### Reaching amino acid homeostasis after 21 days in the *Acanthamoeba* E3 group

The E3 group showed stable growth after 21 days of exposure to a coculture medium (20% PYG with heat-killed bacteria) and demonstrated a significantly stronger ability to graze on living *E. coli* DH5α compared to groups of normally cultured or starved *Acanthamoeba* ATCC_30010 (Fig. 2). The bacteria cocultured with the E3 Group *A. castellanii* were detected after 8 h of coincubation. In contrast, the control Groups n (cocultured with the normally cultured ATCC_30010 strain) and s (cocultured with the starved ATCC_30010 strain) retained 4.47 × 10^6^ and 3.43 × 10^6^ CFU/mL bacteria, respectively.

**Fig. 2:**
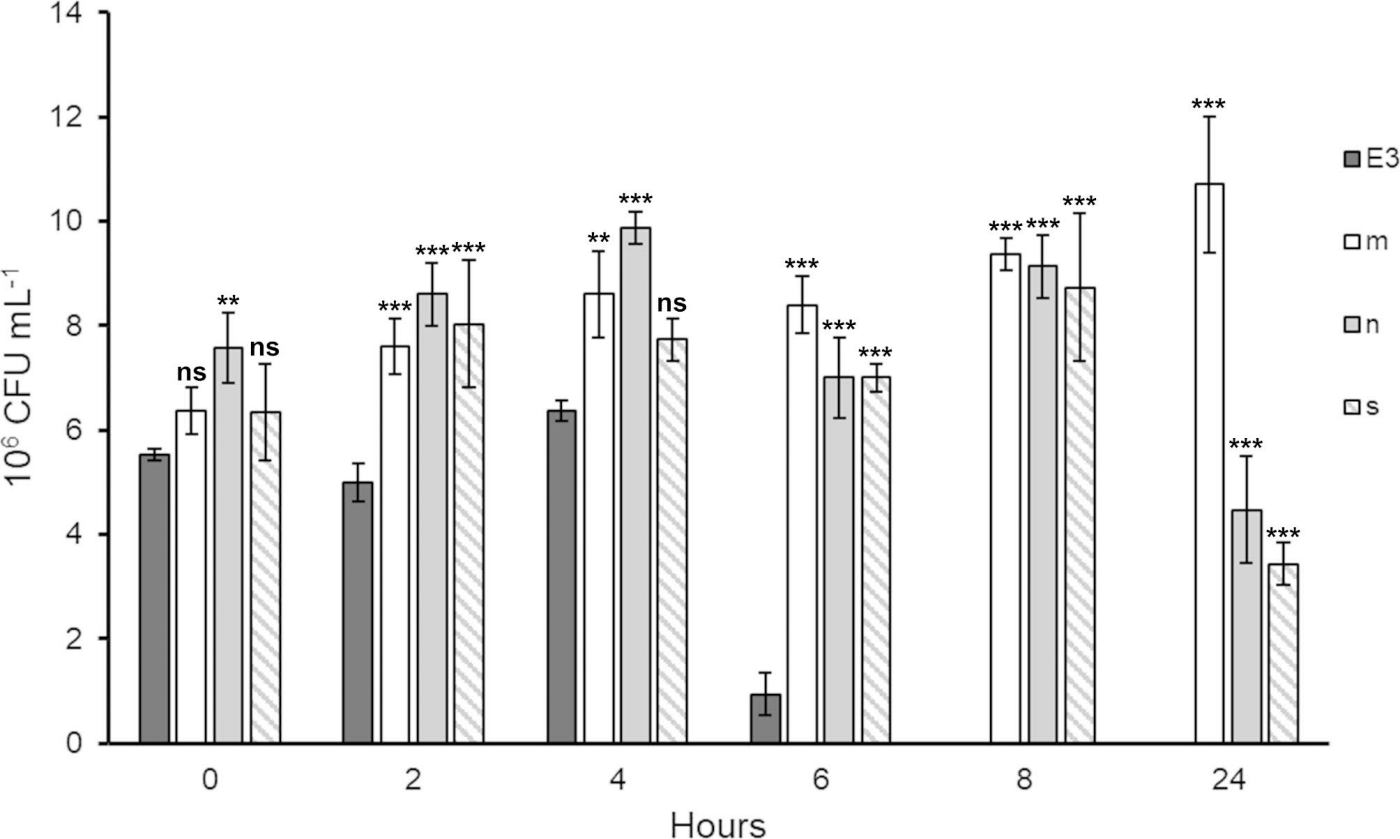
Grazing ability of the long-term exposed amoeba E3 group. The Y-axis is the count of the colony-forming units of the living *E. coli* DH5α remaining in the medium. E3: *E. coli* DH5α cocultured with *Acanthamoeba* E3 group; m: only *E. coli* DH5α in medium; n: *E. coli* DH5α cocultured with normally cultured ATCC_30010; s: *E. coli* DH5α cocultured with 24-hour starved ATCC_30010 strain. The significant differences were determined by two-way ANOVA and are indicated by asterisks (ns: nonsignificant, **: P value < 0.01, ***: P value < 0.001)

Similar to the control group, the heatmap demonstrated that the E3 group exhibited a lower concentration of most amino acids than the short-term treated Groups A, B, and C (Fig. 3a, c). Ornithine could not be detected in either the control group or the E3 group. Principal component analysis also indicated that the amino acid composition of the E3 group was more similar to that of the control group (Fig. 3b).

**Fig. 3:**
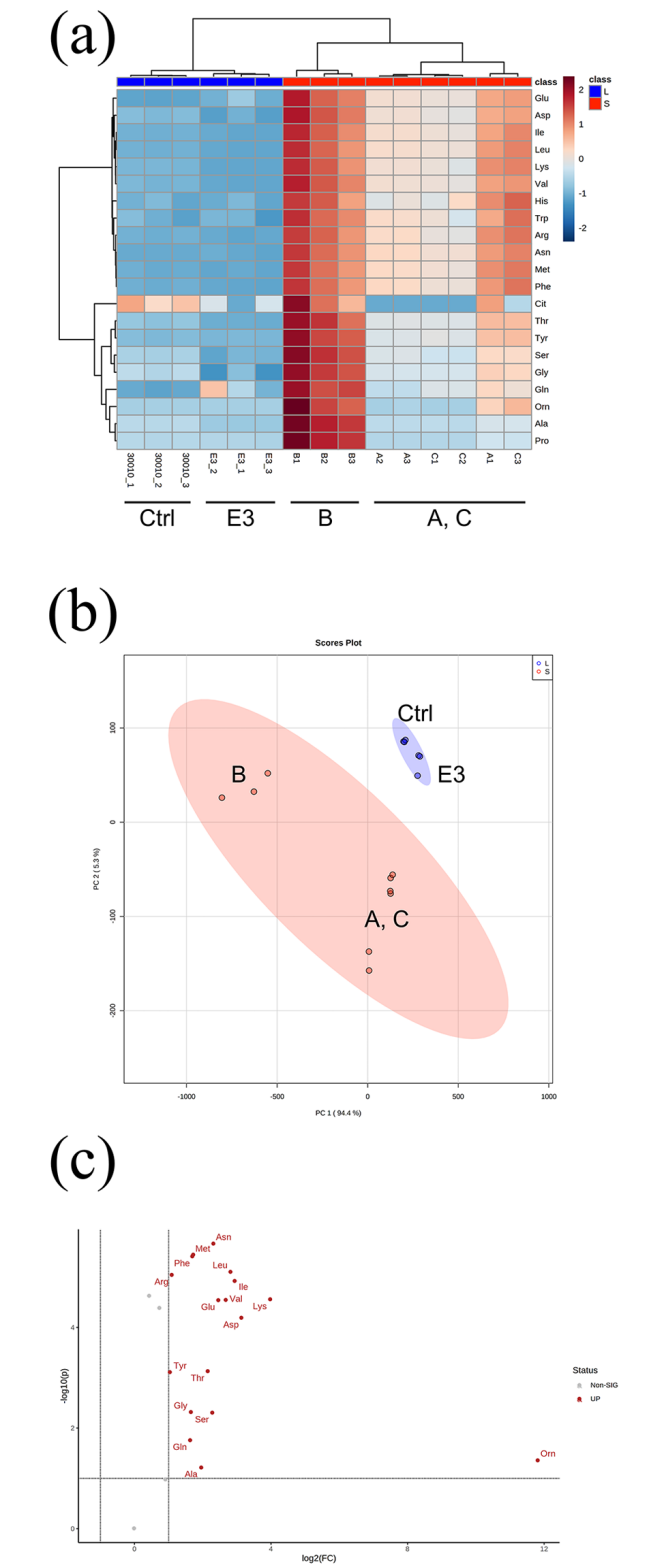
Comparing the amino acid composition of short- and long-term exposed groups. (**a**) Heatmap of amino acid concentrations. (**b**) The 2D PCA result; blue: the long-term stable treated groups (Control and E3); and orange: the short-term treated groups (Groups A, B, C). (**c**) Volcano plot comparing the short-term/long-term fold change of each amino acid. The Y-axis is the p value, and the X-axis is the log_2_-fold change

### Amino acid pathways regulated in the E3 group

To further investigate the regulation of amino acid metabolism in the E3 group, the amino acid compositions were compared between the E3 and control groups (Fig. 4a, Table S1). The E3 group showed a significantly lower concentration of lysine, alanine, serine, glycine, aspartate, and citrulline (see volcano plots Fig. 4b). When combining the metabolomic results and the RNA-seq data, two regulatory pathways seem to be important in the E3 group; in the arginine biosynthesis pathway (KEGG map: 00220), the amino acids that participate in the urea cycle exhibited low concentrations, including aspartate, arginine, and citrulline. Furthermore, the concentrations of glutamine and glutamate were higher, and the expression of the related genes was higher (Fig. 5a). 

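RNA-seq compared 1 library of the control group, grown in 100% PYG medium, with 1 library of the E3 group, grown in 20% PYG medium with heat-killed *E. coli* DH5α at 2000000 CFU/mL for 21 days. Both cultures were of strain ATCC_30010, and ampicillin was added to each medium (100 µg/mL in the paper and 100 units/mL in the sample labels). The Spearman rho between the RPKM values of the 2 libraries was 0.851 over 12647 gene models, where genes are not independent replicates. In the E3 library, 1672 of these models were at least 2-fold higher and 1570 were at least 2-fold lower than in the control library. The median log2 ratio of E3 to control was -0.01. With 1 library per condition, these differences have no replicate check, and no p-value was computed.
The authors trimmed the paired-end reads and mapped them with CLC Genomics Workbench to mRNA sequences of NCBI, which gave total reads, unique reads, RPKM and TPM for each of 29117 sequences. The total was 17431185 reads in the control library and 19398580 in the E3 library, of which 74.7% and 75.6% matched a single sequence. RefSeq gene models numbered 15050 and took 67.0% of the control reads and 69.4% of the E3 reads. Another 13784 sequences, with names that start with EC, took 31.6% and 29.3%, and 46.2% and 45.7% of their reads were unique. Gene models were therefore used here as genes, a choice made after the tables had been seen, and models with a mean of at least 10 reads over both libraries were compared. Expression was taken as total reads of a gene over the total reads of the library, without a pseudocount. Each log2 ratio has a 95% interval from the exact Clopper-Pearson interval on the E3 share of the reads of a gene, which covers counting error only. The labels name a strand-specific ScriptSeq kit, where the paper gives standard Illumina protocols. Both give ethanol for the precipitation of RNA, and the labels add sodium acetate.

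**Figure D1:**
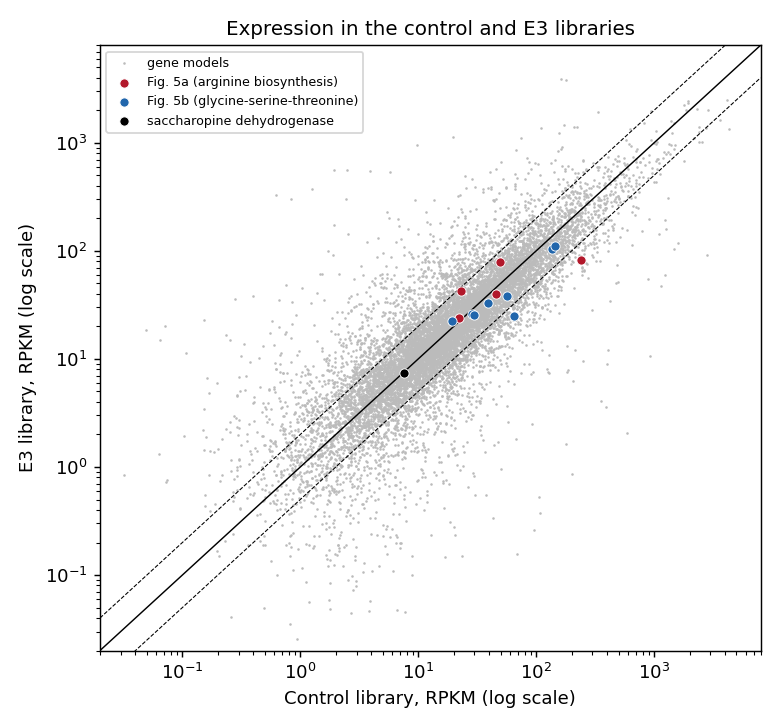
RPKM of each gene model in the control library (horizontal, log scale) and in the E3 library (vertical, log scale), with 1 grey point per model and coloured points for the genes of Fig. 5a, Fig. 5b and a saccharopine dehydrogenase. The solid line marks equal values and the dashed lines a 2-fold difference; 1672 models lie on or above the upper dashed line or have no reads in the control library, 1570 lie on or below the lower one or have no reads in the E3 library, and models without reads in a library are not drawn.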

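Of the 5 genes drawn in Fig. 5a, 3 were higher and 2 were lower in the E3 library. Both genes drawn there for glutamate dehydrogenase, an enzyme that reversibly converts glutamate to 2-oxoglutarate and ammonia, were higher. GDH2 (ACA1_039660) had 1226 reads in the control library and 2553 in the E3 library, a log2 ratio of 0.90 (95% interval 0.81 to 1.00), and gdhA (ACA1_376730) had 1222 and 2174 reads, a log2 ratio of 0.68 (0.58 to 0.78). Glutaminase, which converts glutamine to glutamate and ammonia, was encoded by glsA (ACA1_132660). Its log2 ratio was 0.13 with an interval of -0.02 to 0.28, so a difference was not detectable at 660 control reads and 805 E3 reads. Glutamine synthetase, which makes glutamine from glutamate and ammonia, was encoded by glnA (ACA1_037020) and was 2.92-fold lower in the E3 library (2.78 to 3.07), with 5781 reads in the control library and 2204 in the E3 library. The acetylornithine deacetylase gene argE (ACA1_232800) had a log2 ratio of -0.18 (-0.32 to -0.04). There was 1 library per group, so none of these differences has a replicate check.
The paper's concentrations in Table S1 were 1.34 ± 0.289 µM glutamine in the control group (SD, n = 3) and 6.96 ± 5.45 µM in the E3 group (SD, n = 3), where the E3 values ran from 2.25 to 12.9 µM. For glutamate the paper's values were 24.4 ± 1.14 µM and 45.0 ± 16.6 µM (SD, n = 3 each). Those of arginine were 25.2 ± 0.350 µM and 24.0 ± 0.429 µM (SD, n = 3 each). For each of these 3 amino acids the exact two-sided permutation test gave p = 0.1, the smallest p that 3 samples against 3 allow.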

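Of the 8 genes of serine, glycine and threonine metabolism drawn in Fig. 5b, 7 were lower in the E3 library than in the control library. For 6 of these the 95% counting interval lay below 0. Among all 12647 models compared, 50.6% had a log2 ratio below 0, and for 74.8% the interval excluded no difference. An interval off 0 was therefore common and does not set these genes apart. The tryptophan synthase gene TRP (ACA1_283560), whose enzyme uses serine to make tryptophan, was 2.57-fold lower (2.39 to 2.77), and it was the only one of the 8 that differed by at least 2-fold. It had 2326 reads in the control library and 1007 in the E3 library, of which 83.0% matched this model alone, so some may belong to a similar sequence. The serine-glyoxylate transaminase gene AGXT (ACA1_037190) was 1.49-fold lower (1.37 to 1.62). The genes glyA (ACA1_036340), whose enzyme interconverts serine and glycine, and GLDC (ACA1_199830), a glycine dehydrogenase of glycine cleavage, had log2 ratios of -0.38 (-0.45 to -0.31) and -0.37 (-0.42 to -0.32). In threonine synthesis, thrB (ACA1_360060) and thrC (ACA1_360070) had log2 ratios of -0.26 (-0.46 to -0.06) and -0.22 (-0.35 to -0.08). For SDH (ACA1_154220), an ammonia-lyase of serine and threonine, a difference was not detectable at 552 and 560 reads, with a log2 ratio of -0.13 (-0.31 to 0.04). The threonine 3-dehydrogenase gene TDH (ACA1_396200), which acts in threonine breakdown, was higher, with a log2 ratio of 0.22 (0.02 to 0.42). Whether the intervals of SDH and TDH hold 0 depends on the scaling. With 1 library per group, no difference could be set against the spread between replicates. The share of unique reads was 88.2% for GLDC and 88.5% for thrC.
In the paper's Table S1, threonine was 23.9 ± 1.74 µM in the control group and 13.3 ± 0.754 µM in the E3 group (SD, n = 3 each). Serine was 35.1 ± 1.54 µM (SD, n = 3) and 12.0 ± 1.61 µM (SD, n = 2), with 1 E3 sample listed as not detected. Glycine was 49.1 ± 2.92 µM in the control group (SD, n = 3) and 30.2 µM in the single E3 sample in which it was detected.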

In glycine-serine-threonine metabolism (KEGG map: 00260), these 3 amino acids were present at low concentrations, and most of the related enzymes were downregulated (Fig. 5b).

**Fig. 4:**
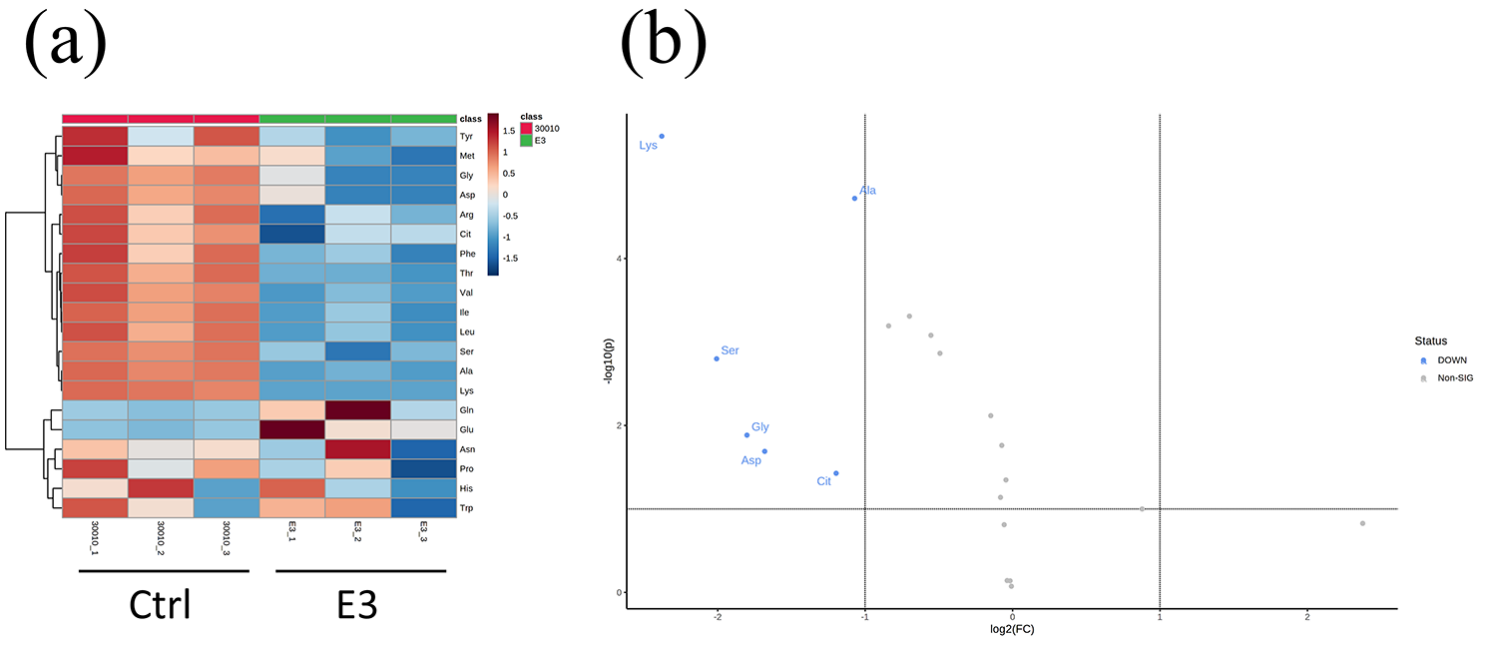
Comparing the amino acid composition of the control and E3 groups. (**a**) Heatmap of amino acid concentrations in the control and E3 groups. (**b**) Volcano plot comparing the E3/Control fold change of each amino acid. The Y-axis is the p value, and the X-axis is the log_2_-fold change

**Fig. 5:**
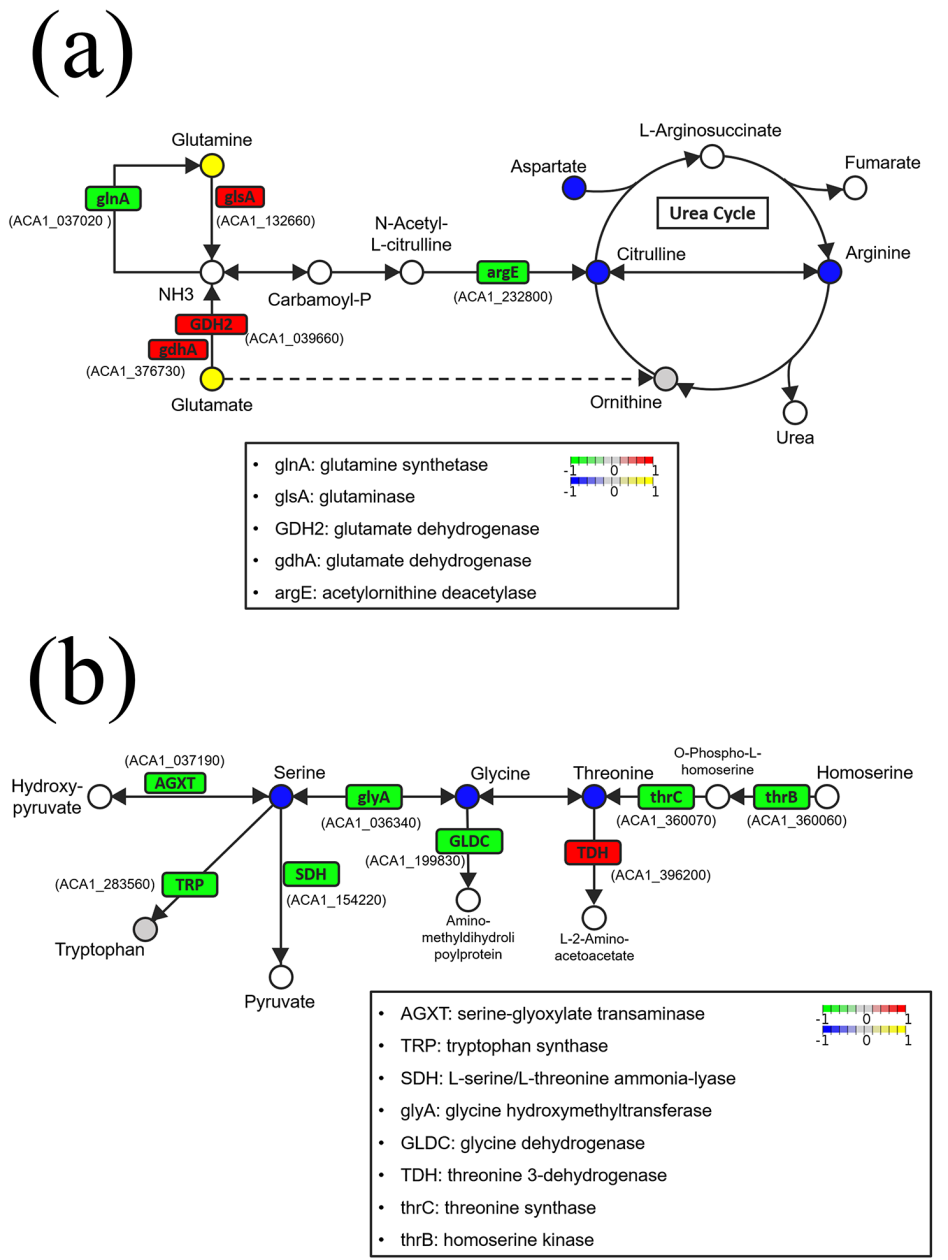
Regulation of amino acid pathways in E3 group amoebae. (**a**) Arginine biosynthesis pathway (KEGG map: 00220). (**b**) Glycine-serine-threonine metabolism pathway (KEGG map: 00260). Metabolites are presented in the round color block, and genes are presented in the square color block. Red indicates upregulated genes, green indicates downregulated genes, yellow indicates enriched metabolites, and blue indicates depleted metabolites. These results were obtained from the KEGG pathway map

### Acclimation of *A. castellanii* under long-term coculture conditions

We compared the growth of the ATCC_30010 strain grown in 20% PYG medium with heat-killed DH5α to the growth of the ATCC_30010 strain cultured in 20% PYG medium without heat-killed bacteria. We evaluated both growth curves over 30 days (Fig. 6, HKB and LN-ctrl, respectively). The HKB group started the log phase on Day 10 and presented a temporary stationary phase for 4 days (Days 12–16). After Day 16, the population increased again and showed a similar composition to the LN-ctrl group. Compared to the LN-ctrl group, the HKB group exhibited a larger population.

**Fig. 6:**
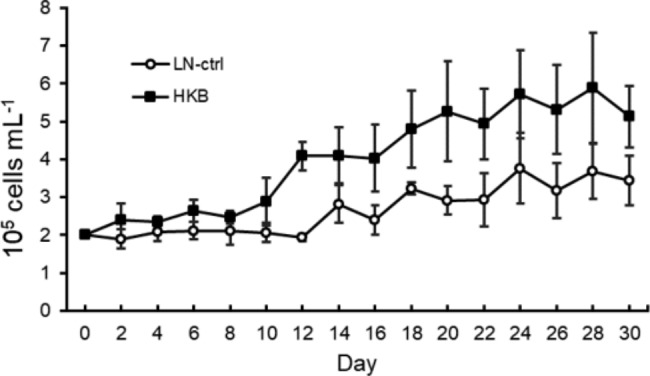
The growth curve in low-nutrient medium with and without heat-killed bacteria. LN-ctrl group: ATCC_30010 strain cultured in 20% PYG medium without heat-killed bacteria, HKB group: ATCC_30010 strain cultured in 20% PYG medium with heat-killed DH5α.

## Discussion

This study demonstrates that the amino acid composition of *A. castellanii* is sensitive to variations in nutrient environments. Significant differences were observed in the compositions of amino acids between *A. castellanii* cultured in low-nutrient medium (A and C) and high-nutrient medium (Control and B). The presence of heat-killed bacteria (B and C groups) did not seem to influence the amino acid composition.

The short-term exposure groups exhibited greater diversity of cellular amino acids with different compositions. The amino acid level increased more in Group B than in Groups A and C but still showed a similar composition to the control group. Group B was cultured in 100% PYG with heat-killed bacteria. The increase in amino acid levels in the B groups might have been caused by the increase in food sources. On the other hand, the amino acid expression in Groups A and C might have been reprogrammed due to starvation. Eukaryotic cells accumulate the most essential amino acids in response to short-term amino acid starvation [22]. Several factors cause organisms to accumulate amino acids, such as drought stress [35], osmotic stress [36], and growth phase [37]. This study indicates that different amino acid compositions might represent corresponding stimulation (increase or decrease in nutrients), but the mechanisms of amino acid accumulation in *A. castellanii* need to be further studied.

Our study indicates that, under short-term exposure, the type of medium has a more powerful effect on the amino acid composition in amoeba cells than the presence of heat-killed bacteria. However, previous studies found that bacteria could induce significant differences in amoebic growth, metabolism, and encystation [7, 12]. The influence of bacteria on growth, metabolism, and encystation might be caused by the effector proteins secreted by living bacteria. For instance, *Legionella pneumophila* and *Vibrio cholerae* have effective type 3 secretion systems [9, 38]. Our experiments were performed with heat-killed bacteria, which do not secrete effector proteins. However, microbes without secretion systems can also affect amoebic growth, metabolism, and encystation [39]. Therefore, to understand the amoeba-bacteria interaction, changes in the physiology of *A. castellanii* should not be ignored.

To prevent the overgrowth of bacteria when studying amoeba-bacteria interactions, the experimental design included non or low-nutrient media. However, the medium composition influences the intracellular amino acid composition of *A. castellanii*. We aimed to study whether changes in the intracellular amino acid composition were stable under coculture with bacteria. Therefore, *A. castellanii* Group E3 was exposed to 20% PYG medium under coculture conditions with heat-killed bacteria for 21 days. After 21 days of exposure, the amoeba population was morphologically stable when observed under the microscope. Compared to the short-term exposure groups, the E3 group exhibited a more similar amino acid composition to the control group. This indicates that the amino acid composition of the control and E3 groups might be the normal state for *A. castellanii* trophozoites.

A previous study suggested that heat-killed bacteria might exhibit changes in their cell surface and are not representative of living bacteria [13]. The E3 group (cultured for 21 days in a low-nutrient medium) showed a significantly stronger ability to graze on living bacteria compared to *Acanthamoeba*, which had been starved for only 24 h prior to the experiment (Fig. 2). This result indicates that the ability of the amoeba to graze on living bacteria can be trained by exposure to coculture media.

When we repeated the long-term exposure and constructed a 30-day growth curve, *Acanthamoeba* cultured with heat-killed bacteria in a low-nutrient medium showed a biphasic growth pattern. The pattern of the second wave (after 16 days) was similar to that of *Acanthamoeba* grown without heat-killed bacteria. Therefore, the first wave (8–12 days) was influenced by the consumption of heat-killed bacteria, and the second wave reflected acclimation to a low-nutrient environment. In other words, the amoeba constantly grazed on bacteria and acclimated to the low-nutrient environment later during the 30-day culture period. Based on this result, acclimation and bacterial predation seemed to be two independent events. However, Fig. 2 indicates that amoebae have a stronger grazing ability after they acclimate to the environment. To clarify the relationship and mechanisms, further studies are needed.

We further compared the amino acid compositions between the E3 group and the control group. Intracellular levels of lysine, alanine, serine, glycine, aspartate, and citrulline in the E3 group were significantly lower than those in the control group. 

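The genes of the arginine biosynthesis and glycine-serine-threonine pathways in Fig. 5 were placed among all 12647 gene models compared between the E3 and control libraries. The glutamine synthetase gene glnA lay near the low end, with a lower ratio in 6.36% of models, and TRP had a lower ratio in 7.79% of models. At the other side, GDH2 exceeded 85.0% of models and gdhA 79.4%. For AGXT, glyA and GLDC, 23.7%, 30.8% and 31.4% of models had a lower ratio, and for thrB and thrC 36.3% and 38.7%. For argE, SDH, glsA and TDH the share of models with a lower ratio was 40.9%, 43.3%, 57.8% and 62.1%. Of all models, 13.3% were at least as far from a ratio of 1 as glnA, and 47.1% as AGXT. The percentages describe 2 libraries and are not p-values. The paper combines the expression of these genes with the amino acid concentrations and concludes that both pathways regulated amino acid homeostasis in the E3 group.

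**Figure D2:**
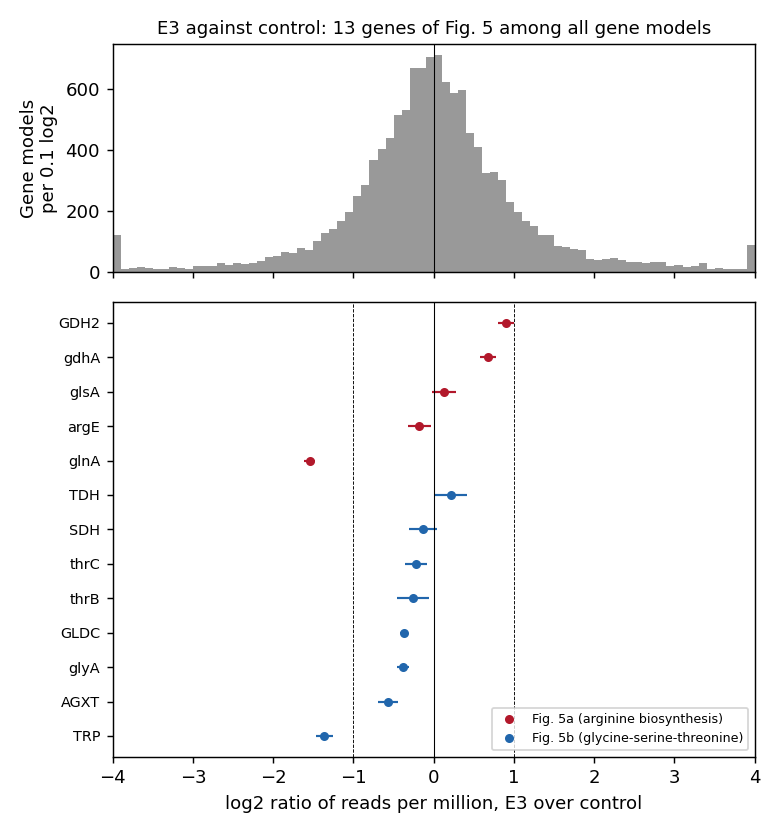
Log2 ratio of the share of reads of a gene in the E3 library over that in the control library, as a histogram of 12606 gene models with reads in both libraries (above; the end bars hold all models beyond the axis) and for the genes of Fig. 5 (below; points are ratios, lines are 95% counting intervals, dashed lines mark a 2-fold difference). Only glnA and TRP lie beyond a 2-fold difference, and the intervals of glsA and SDH hold 0.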

Based on this combined with RNA-seq data, we conclude that 2 metabolic pathways regulated amino acid homeostasis in the E3 group. This includes the arginine biosynthesis pathway (KEGG map: 00220) and glycine-serine-threonine metabolism (KEGG map: 00260). In the arginine biosynthesis pathway, the E3 group had lower concentrations of aspartate, citrulline, and arginine than the control group. Ornithine could not be detected in either the control or the E3 group. The E3 group contained higher concentrations of glutamine and glutamate. Glutamine metabolism is essential for nitrogen assimilation, detoxification, and general nitrogen metabolism. A previous study compared parasitic and free-living protists and found that free-living protists must exhibit a more responsive nitrogen-handling capability [40]. Glycine-serine-threonine metabolism is important for regulating high-salt stress and the exchange of ions in plants and animals [41, 42]. Although the PYG medium and PAS were isotonic solutions, the increase in phagocytosis of *A. castellanii* might change the ion balance [43–45].

Lysine was significantly decreased in the E3 group (Fig. 4b), but *A. castellanii* lacks several lysine-related genes in the KEGG database. Thus, no conclusions can be made based on the RNA-seq data regarding the lysine-related pathway. According to previous studies, lysine levels and catabolic activity in several organisms are highly related to osmotic and oxidative stress [36, 46]. The main lysine catabolism pathway in higher eukaryotes is the saccharopine pathway, which plays an essential role in homeostasis and the regulation of cellular lysine levels. Similar pathways and enzymes have been found in marine bacteria and are associated with detoxification and oxidative stress [47–49]. The *A. castellanii* genome contains 7 saccharopine-related genes, all of which encode saccharopine dehydrogenase. Only 1 of the 7 saccharopine dehydrogenases was mapped in the KEGG pathway. Saccharopine dehydrogenase (ACA1_399240) has been mapped in lysine biosynthesis and degradation (acan00300, acan00310). However, our RNA-seq results did not indicate that the expression of this gene changed. 

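The saccharopine dehydrogenase gene ACA1_399240, whose enzyme acts in the saccharopine pathway of lysine, had 185 reads in the control library and 200 in the E3 library, with RPKM values of 7.56 and 7.34. Its log2 ratio of E3 to control was -0.04, with a 95% counting interval of -0.34 to 0.25, so no difference was detectable at this depth. A difference beyond 1.26-fold in either direction lies outside the interval. With 1 library per group the interval covers counting error only, so it does not bound a difference between the cultures. Of its reads, 94.5% matched this model alone. The gene lay close to the middle of all models compared, with 48.3% at a lower ratio. Only this gene is identified by a locus tag among the saccharopine dehydrogenases that the paper counts, so the others were not analysed here.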

The effects caused by the low level of lysine in *A. castellanii* need to be further studied.

## Conclusion

This study reveals changes in the composition of the intracellular amino acid in *A. castellanii* under different media and with or without coculture conditions. The amino acid composition can be used to investigate the acclimation of amoebae to different environments. Furthermore, with amino acid metabolomics, we demonstrated that the type of nutrient medium can change the amino acid composition. According to the growth curve, it appears that the amoeba does not acclimate to a low-nutrient environment within 3 days. Bacterial grazing continues during these three early days. Therefore, we believe that previous studies may have overlooked the effects of low-nutrient medium and therefore underestimated the growth of amoebae that graze on bacteria. The metabolic pathways related to nitrogen-handling capability and the exchange of ions were regulated under long-term exposure to a coculture medium. These results provide insight into the physiological activities of amoebae for further studies.

## Electronic supplementary material

Below is the link to the electronic supplementary material.

Supplementary Material 1

Supplementary Material 2

## Data Availability

All data generated or analyzed during this study are included in this published article and its supplementary information files. The RNAseq datasets are available in the Gene Expression Omnibus (GEO) repository, accession number: GSE227112 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE227112).

## Abbreviations

AK: Acanthamoeba keratitis
HK: heat-killed
PAS: Page’s amoeba saline
Ctrl: control group
KEGG: Kyoto Encyclopedia of Genes and Genomes
PYG: peptone-yeast extract-glucose
LB: lysogeny broth
HKB: heat-killed bacteria feed group
LN-ctrl: low-nutrient medium control group

How the deposited data were processed for this re-analysis (not part of the article)

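RNA of *A. castellanii* strain ATCC_30010 was sequenced from 1 control library (100% PYG medium) and 1 E3 library (20% PYG medium with heat-killed *E. coli* DH5α for 21 days). The authors trimmed the reads and mapped them to mRNA sequences downloaded from NCBI with CLC Genomics Workbench at its default parameters. The strand setting is not given in the sources used here. The deposited counts are total reads per reference sequence, in which reads with several matches are included, and unique reads, which match only that sequence. The deposited RPKM values were checked against the total reads, and their denominator equals the sum of total reads of the library. The authors used RPKM as their expression value. The deposited TPM values were not used for any value reported here. The paper states 28949 genes in the mRNA data, and the deposited tables hold 29117 sequences.

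RefSeq gene models were paired with locus tags through a table of NCBI annotations, which matched 14946 of 15050 models. Model lengths are coding lengths, since 99.2% of them are divisible by 3. Genes were identified by the locus tags printed in Fig. 5 and in the text of the paper. Models with a mean of at least 10 reads over both libraries were compared, 12647 in all, with a median of 420.5 mean reads. The ratio of E3 to control was computed from the gene's share of the total reads of each library on the log2 scale, with no pseudocount, and its 95% interval is the Clopper-Pearson interval on the E3 share of the reads. The intervals cover counting error only and take each read as independent. Reads that come from PCR copies are not independent molecules, so the intervals can be too narrow even for counting error. A count of 0 allows up to 3 reads by a one-sided 95% limit, which the intervals of the ratios do not use. Among the models compared, 23 had no reads in the E3 library and 18 had none in the control library.

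No statistical test compared the RNA-seq libraries, since each group had 1, and no gene is called changed. Alternatives set before the data were examined were the TMM factors of edgeR, the median-of-ratios size factors of DESeq2, totals without the 50 most abundant sequences, unique reads, RPKM with a pseudocount of 1, other minimum reads, models with at least 90% unique reads, and thresholds of 1.5-fold and 4-fold. edgeR and DESeq2 served for scaling alone. The TMM factors were 1.00448 for the control library and 0.99554 for the E3 library, and the size factors were 0.951542 and 1.05093. The restriction to RefSeq models was chosen after the tables had been seen, as were totals over RefSeq models.

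The genes to name were fixed beforehand as the genes the paper names and, where no product names were at hand, at most 2 identifiers higher and 2 lower. The sources used here pair no product names with the models, so the planned comparisons of gene lists, of all saccharopine dehydrogenases and of the extreme genes by product were not run. The rule that chose the 4 identifiers was written after values had been seen. The calculation was tested on simulated data with 12647 genes drawn at the depth of both libraries. The simulated counts held counting error (Poisson) alone, without spread between cultures or libraries. The rates below therefore describe the calculation under counting error and not the error of the real comparison. Calls were counted in either direction. Of 50 genes with a true 4-fold difference, 100% were called at least 2-fold apart. All 50 genes at a true 0.25-fold level were called at least 2-fold apart. Of 50 genes with a true 2-fold difference 62% were called, and of 50 at a true 0.5-fold level 48% were called. Genes at these 2 levels lie on the threshold itself, so the share called there is set by the threshold and is not a detection rate. Of genes without a difference, 0.378% were called. The intervals held the true value for 95.6% of genes without a difference and for 92% to 100% of genes at each of the other levels.

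The paper's amino acid concentrations in Table S1 were summarised as mean and SD of detected values, and for glutamine, glutamate and arginine the groups were compared by an exact two-sided permutation test of the means. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9, R 4.3.3, edgeR 4.0.16 and DESeq2 1.42.0 were used.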

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

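The rule that chose the 4 identifiers in this part, and the test of counting noise by intervals, were chosen only after the result was seen. The paper's text discusses neither these genes nor counts over all genes, although its Table S2 lists expression values by locus tag, and no product names were at hand for the 4 identifiers.

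The ranking covered 8957 gene models with a locus tag, reads in both libraries, a mean of at least 100 reads and at least 90% unique reads. Among these, ACA1_058040 had the highest ratio of E3 to control, with 9 control reads and 3636 E3 reads and a log2 ratio of 8.50 (95% counting interval 7.58 to 9.63). The other identifiers were ranked among the same models. ACA1_296070 had the largest gain in RPKM, from 162 in the control library to 3908 in the E3 library, a log2 ratio of 4.59 (4.50 to 4.68), and had the highest RPKM of all reference sequences in the E3 library. The lowest ratio was that of ACA1_300830, with 1973 control reads and 5 E3 reads and a log2 ratio of -8.78 (-10.40 to -7.55). Among the ranked models, ACA1_376780 had the largest loss in RPKM, from 2837 to 92.6, a log2 ratio of -4.94 (-5.07 to -4.81). By RPKM it ranked 20 of all reference sequences in the control library.

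In the E3 library, 1672 gene models were at least 2-fold higher and 1570 at least 2-fold lower, together 25.6% of the 12647 compared. Among the 11050 models with at least 90% unique reads, 25.6% were at least 2-fold apart. Reads shared between near-identical sequences therefore do not account for the differences in those models. The ratio of that share to the share among all models was 0.999782. This ratio could not test the explanation, since those models were most of the 12647 compared. After the median of each of 20 length bins was subtracted, 0.987504 times as many models were at least 2-fold apart. Coding length therefore does not account for the count of 2-fold differences. For counting noise, the test set beforehand was undecided: models whose whole interval lay beyond 2-fold were 0.677 of those at least 2-fold apart, between the bounds set for it. A test added afterwards argues against counting noise as the whole cause, since 25.4% of models were at least 2-fold apart with an interval that excludes no difference, where chance leaves at most 5%. Long-term exposure and the spread between any 2 cultures or library preparations cannot be told apart, because there was 1 library per condition.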

How the results depend on the processing

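The settings named here as added were chosen after seeing the data. At a threshold of 1.5-fold, 2907 gene models were higher and 2934 lower in the E3 library, and at 4-fold 569 were higher and 514 lower; the threshold itself sets these counts. With all reference sequences in place of RefSeq models (added), 2662 were higher and 2347 lower, among 18372 compared, so more sequences were counted. Under the other settings the counts stayed within 1.5 times of 1672 higher and 1570 lower: 1126 to 1779 higher and 1069 to 1716 lower. Scaling to totals over RefSeq models (added) turned the balance to 1561 higher and 1697 lower, and unique reads gave 1621 and 1630.

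For the 13 genes of Fig. 5 under 6 settings of scaling, reads or pseudocount, 77 of 78 log2 ratios stayed within the counting interval. The 4 settings of scaling each shift all genes alike, by less than the distance of any of the 13 ratios from 0. A pseudocount on RPKM cannot turn a ratio either, so none of these settings tests the directions. The shifts in scaling were also smaller than the interval on either side of the ratio for each gene but GLDC. Staying within the interval under scaling was therefore no test of stability. With unique reads, the remaining setting, 0 of the 13 changed direction. All reads of GDH2, gdhA, AGXT, SDH, glyA, TDH and thrB were unique. For these genes this setting too is only a small shift in scaling and could not turn the ratio. For the other genes it could matter only through reads shared with other sequences. The exception to the 77 was GLDC at -0.42 with totals over RefSeq models (added), since GLDC has the narrowest interval of the 13. Those totals moved TDH from 0.22 to 0.17 and SDH from -0.13 to -0.19. These shifts exceed the distance of the near ends of their intervals (0.02 and 0.04) from 0. With those totals the interval of TDH would hold 0, and that of SDH would lie below 0. The ratio of ACA1_399240 ran from -0.09 to -0.03. The planned settings for gene lists were not run, since no product names were at hand. No paired analysis was possible because there is 1 library per condition. Depth limits genes with few reads, and the lack of replicates limits all of them.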

Differences from the paper's values

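In the part of Table S2 that was read (1999 of 14978 genes), 6 of 1992 paired genes had RPKM values that differ from the deposited ones. For ACA1_229580 the paper's values were 56.4 (control) and 59.9 (E3), and the deposited ones 16.3 and 11.2. For ACA1_059730 the paper lists 0 in both libraries, and the deposited values were 44.2 and 80.9. The paper gives 1799.68 (control) and 683.999 (E3) for each of ACA1_036280, ACA1_038460 and ACA1_361250. Their deposited values were 62.6 and 24.3, 4311 and 1346, and 442 and 172. For ACA1_332330 the paper's values were 0 and 0.404, and the deposited ones 0.675 and 4.04. No alternative applies to a deposited RPKM.

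Amino acids in Fig. 4b were set beside ratios of the paper's own Table S1 with values not detected left out. The log2 ratio of E3 to control was about -2.0 for serine in Fig. 4b, read by eye, and -1.55 from Table S1. For glycine it was about -1.8 in Fig. 4b, read by eye, and -0.70. For aspartate it was about -1.7 in Fig. 4b, read by eye, and -0.58. For citrulline it was about -1.2 in Fig. 4b, read by eye, and -0.75. No alternative for these was set before the data were examined. With the lowest detected value divided by 5 in place of values not detected, a setting chosen after seeing the values, the ratio of serine was -2.01 and that of aspartate -1.68, all 4 ratios lay within 0.1 of the figure, and 0 of the paper's amino acids were dropped. With 0 in their place, also chosen after seeing the values, all 4 ratios were lower than in the figure, from -2.29 for glycine to -1.33 for citrulline. The ratios with values left out rest on 1 E3 sample for glycine and for aspartate and on 2 for serine and for citrulline. The concentration in the other samples is not known. If it was low, these ratios are too close to 0.

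The paper's text describes the expression of genes related to glutamine and glutamate as higher in the E3 group. Of the 4 such genes in Fig. 5a, 3 were higher, although the interval of glsA (-0.02 to 0.28) holds 0, and glnA was lower at a log2 ratio of -1.55. Fig. 5a also draws glnA as lower.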

Other observations

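The tests in this part on the spread between cultures and on values not detected were chosen only after the result was seen, and the ratios of the genes of Fig. 5 had been seen before the test of scaling was written.

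Of the 22 amino acids in the paper's Table S1, 7 had at least 1 E3 sample listed as not detected. With these values left out, 2 amino acids were more than 2-fold lower in the E3 group, alanine (69.8 ± 4.02 against 147 ± 3.95 µM, SD, n = 3 each) and serine. With the lowest detected value divided by 5 in their place, 6 were, leaving out the 2 amino acids with more than 3 of the 6 values not detected; 7 were when all were counted. The rule that leaves these out was also added after the count was seen. The counts of 2 and 6 were not a test of the substitution. Among the amino acids counted, the values not detected were all in the E3 group, so a low value in their place can only lower the ratio. Glycine, aspartate and citrulline were more than 2-fold lower with a low value substituted, and not with the values not detected left out. If the values not detected were low concentrations, leaving them out makes the E3 mean too high. Neither setting therefore decides whether these 3 amino acids were more than 2-fold lower. With values not detected left out, the log2 ratios of glycine, aspartate and citrulline were -0.70, -0.58 and -0.75. With 0 in place of values not detected, the log2 ratios of serine, glycine, aspartate and citrulline were -2.13, -2.29, -2.17 and -1.33. Lysine was not detected in any of 3 E3 samples, so its ratio (-2.38 with the substitution) rests on the substituted value; it was 7.81 ± 0.301 µM in the control group (SD, n = 3).

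The 8 genes of Fig. 5b had a median log2 ratio of -0.32, with 7 of 8 lower in the E3 library. Scaling of the 2 libraries was not decided: 7 of the 8 genes lay below the median of all models, but that median was -0.01, and subtracting it moved the genes too little to test the explanation. The spread between any 2 cultures or libraries stays open: 1 of the 8 genes, TRP, was among the 25% of models farthest from a ratio of 1, and the spread between libraries of a group was not measured. That test replaced one set beforehand, which was dropped after its result was seen because it compared the median of the genes with single models. Its outcome is not used here. Regulation by the exposure itself also stays open, as untested.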
